# Endothelial cell-specific reduction of heparan sulfate suppresses glioma growth in mice

**DOI:** 10.1007/s12672-021-00444-3

**Published:** 2021-11-11

**Authors:** Takamasa Kinoshita, Hiroyuki Tomita, Hideshi Okada, Ayumi Niwa, Fuminori Hyodo, Tomohiro Kanayama, Mikiko Matsuo, Yuko Imaizumi, Takahiro Kuroda, Yuichiro Hatano, Masafumi Miyai, Yusuke Egashira, Yukiko Enomoto, Noriyuki Nakayama, Shigeyuki Sugie, Kazu Matsumoto, Yu Yamaguchi, Masayuki Matsuo, Hideaki Hara, Toru Iwama, Akira Hara

**Keywords:** Glioblastoma, Angiogenesis, Heparan sulfate, Fibroblast growth factor 2

## Abstract

**Purpose:**

Heparan sulfate (HS) is one of the factors that has been suggested to be associated with angiogenesis and invasion of glioblastoma (GBM), an aggressive and fast-growing brain tumor. However, it remains unclear how HS of endothelial cells is involved in angiogenesis in glioblastoma and its prognosis. Thus, we investigated the effect of endothelial cell HS on GBM development.

**Methods:**

We generated endothelial cell-specific knockout of *Ext1*, a gene encoding a glycosyltransferase and essential for HS synthesis, and murine GL261 glioblastoma cells were orthotopically transplanted. Two weeks after transplantation, we examined the tumor progression and underlying mechanisms.

**Results:**

The endothelial cell-specific *Ext1* knockout (*Ext1*^*CKO*^) mice exhibited reduced HS expression specifically in the vascular endothelium of the brain capillaries compared with the control wild-type (WT) mice. GBM growth was significantly suppressed in *Ext1*^*CKO*^ mice compared with that in WT mice. After GBM transplantation, the survival rate was significantly higher in *Ext1*^*CKO*^ mice than in WT mice. We investigated how the effect of fibroblast growth factor 2 (FGF2), which is known as an angiogenesis-promoting factor, differs between *Ext1*^*CKO*^ and WT mice by using an in vivo Matrigel assay and demonstrated that endothelial cell-specific HS reduction attenuated the effect of FGF2 on angiogenesis.

**Conclusions:**

HS reduction in the vascular endothelium of the brain suppressed GBM growth and neovascularization in mice.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s12672-021-00444-3.

## Introduction

Glioblastoma (GBM) is one of the most aggressive and common tumors of the central nervous system and is characterized by strong infiltration and angiogenesis [1, 2]. Despite current combination therapies such as surgical resection, radiation therapy, and chemotherapy, the prognosis for GBM patients remains poor; most patients still have a median survival of less than 15 months, and the 5 years survival rate is less than 3% [3].

Angiogenesis is a prominent feature of glioblastoma, and various approaches have been used to control it. The anti-vascular endothelial growth factor (VEGF) humanized monoclonal antibody bevacizumab has shown an improvement in progression-free survival (PFS) in combination therapy [4, 5]. However, there is no improvement in overall survival, and there is an urgent need to develop an approach to improve the prognosis of GBM.

Heparan sulfate proteoglycans (HSPGs), a group of glycoconjugates composed of heparan sulfate (HS) chains covalently attached to core protein, are present on the cell surface and extracellular matrix and are required for the activity of angiogenic factors, such as vascular endothelial growth factor A (VEGFA) and fibroblast growth factor 2 (FGF2) [6–8]. There have been reports that inhibition of FGF2 and its receptor signaling suppresses the proliferation of GBM cells, and that HSPGs in GBM promote tumor invasion [9, 10]. Thus, HSPGs have been suggested to have significant effects on angiogenesis and GBM invasion; however, it is still unclear how HS in the intratumoral vascular endothelium affects GBM progression. The synthesis of the HS backbone is mediated by glycosyltransferases of the exostosin family, including Ext1, Ext2, and others [11]. In particular, Ext1 is essential for the synthesis of HS. Cells lacking the functional *Ext1* allele do not synthesize HS, and *Ext1* knockout mice die during early embryogenesis due to gastrulation defects [12, 13].

In this study, we examined how HS-reduced vascular endothelial cells are involved in the growth of glioma by using mice in which *Ext1* expression is specifically ablated in vascular endothelial cells.

## Materials and methods

### Mice

Six-week-old C57BL6/J mice were purchased from Charles River Japan (Kanagawa, Japan). VE-Cadherin-Cre mice were purchased from the Laboratory Animal Resource Bank at NIBIOHN [14] and *Rosa26‐CAG‐LSL‐tdTomato* (Ai9, Jax#: 007905) mice were purchased from Jackson Laboratories (Bar Harbor, ME, USA). The mouse *Ext1*^*flox*^ allele was described previously [12]. Male and female mice were bred, maintained, and housed in an air-conditioned room (23 ± 2 °C) with a 12 h light/dark cycle. These mice were provided free access to food and tap water.

### Cell lines and culture

GL261 glioma cells were kindly provided by Dr. Masanao Saio (Gunma University, Japan) and were cultured in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum and 0.1% penicillin–streptomycin solution at 37 °C and 5% CO_2_. All experiments were performed within 10 passages of the frozen stock.

### Intracranial tumor establishment

For intracranial glioma cell implantation, 1.0 × 10^5^ cells were suspended in 2 μL phosphate-buffered saline (PBS). Briefly, 8–12-week-old C57BL/6 mice were anesthetized using three types of mixed intraperitoneal administration anesthesia reported previously by Kawai et al. [15], and stereotactically injected using a 26-gauge Hamilton microliter syringe into the brain at the following coordinates: 2 mm lateral and 1 mm anterior to bregma at a depth of 3 mm. After waiting for 1 min, the cell solution (2 µL) was added at a rate of 1 µL/min. The mice were then allowed to rest for 1 min, and the needle was pulled out as slowly as possible.

### Tissue preparation

After anesthesia, the thorax of the mice was opened, and the inferior vena cava was incised. Perfusion washing using a drip infusion system was performed with equal volumes of cold 0.1 M PBS and cold 4% paraformaldehyde (PFA) solution. The brains were dissected, divided into pieces, and used for preparing paraffin and frozen sections.

### Histological and immunohistochemical procedures

Paraffin blocks were cut into 3 µm thick sections and subjected to hematoxylin and eosin (H&E) staining as routine procedures. Adjacent serial sections were subjected to immunohistochemistry for FGF2, Ki67, and Iba1. For immunostaining, deparaffinized sections were subjected to autoclave boiling in 0.015 M sodium citrate buffer solution (pH 6.0) for 10 min at 110 °C as an antigen retrieval procedure before incubation with 3% H_2_O_2_ diluted in methanol for 10 min and blocked with 2% normal bovine serum.

Sections were incubated with rabbit anti-FGF2 antibody (dilution 1:200, Bioss), rabbit anti-Ki67 antibody (dilution 1:500, CST), rabbit anti-Iba1 antibody (dilution 1:500, Wako), rabbit anti-phospho-ERK1/2 (pERK1/2) antibody (dilution 1:200, CST), or rabbit anti-ERK1/2 antibody (dilution 1:100, CST) overnight at 4 °C, followed by incubation with conjugated secondary antibodies for 60 min at 37 °C. Immunoreaction was visualized using 3,3′-diaminobenzidine tetrahydrochloride (DAB, Sigma). The sections were counterstained with hematoxylin. Fluorescent staining was used for rat anti-CD31 antibody (dilution 1:50, Dianova) and rabbit anti-Red Fluorescent Protein (RFP) antibody (dilution 1:500, Rockland) double staining with fluorophore-conjugated secondary antibodies for 60 min at 37 °C. Anti-RFP antibody was used to identify the location of tdTomato in paraffin sections.

Frozen sections were used for lectin and dextran staining. Fifteen minutes after injecting lectin (50 µg/100 µl dH_2_O, VECTOR) or dextran (2000 kDa, 200 µg/100 µl dH_2_O, Sigma) via the jugular vein, the brain was removed and fixed in 4% paraformaldehyde overnight at 4 °C, and then incubated in 30% sucrose for cryoprotection (4 °C for 2–3 days), embedded in the optimal cutting temperature (OCT) compound, and frozen with liquid nitrogen. They were sectioned coronally at 5 µm with a cryostat (Leica), and each section was stored at − 80 °C. For immunostaining, sections were incubated with rabbit anti-PDGFRβ antibody (dilution 1:500, Abcam) or mouse anti-HS antibody (clone F58-10E4, dilution 1:100, Amsbio) overnight at 4 °C, followed by incubation with conjugated secondary antibody for 60 min at 37 °C.

### Immunostaining of cells

Endothelial cells were isolated from the mouse brain using CD31 microbeads (Miltenyi Biotec). Cells were fixed with a 15-min incubation in 4% PFA. After washing thrice with PBS, the cells were permeabilized in 0.2% Tween solution in PBS for 15 min. Cells were washed three times in PBS, blocked with 2% bovine serum in PBS for 1 h, and subsequently stained with rabbit anti-Ext1 antibody (dilution 1:50, Bioworld) or mouse anti-HS antibody (dilution 1:100, Amsbio) overnight at 4 °C. Cells were washed thrice with PBS, incubated with fluorophore-conjugated secondary antibodies for 1 h at room temperature, and finally stained with DAPI (dilution 1:1000, Wako).

### Matrigel angiogenesis assay

*Ext1*^*flox/flox*^*; VE-Cre*; *Lsl-tdTomato* and control (*VE-Cre*; *Lsl-tdTomato)* mice were injected subcutaneously at the lateral abdominal area with 0.5 ml of Matrigel premixed on ice with 200 ng/2 µl recombinant mouse FGF2 (Abcam) or PBS as control. After 2 weeks, Matrigel was removed and fixed in 4% paraformaldehyde at room temperature for 4 h and then incubated in 20% sucrose for cryoprotection, at room temperature for 18 h, embedded in the OCT compound, and frozen with liquid nitrogen. They were sectioned coronally at 14 µm with a cryostat (Leica), and each section was stored at − 80 °C. For immunostaining, Matrigel sections were mounted onto frosted microscope slides and blocked with 2% bovine serum in PBS for 1 h. Tissue sections were then stained with rat anti-CD31 antibody (dilution 1:50, Dianova) and incubated overnight at 4 °C. Next, the tissue was washed thrice, incubated with fluorophore-conjugated secondary antibodies for 1 h at room temperature, and finally stained with DAPI (dilution 1:1000, Wako).

### Real-time RT-PCR

Total RNA was isolated from transplanted tumors or endothelial cells from the mouse brain using the Maxwell RSC simplyRNA Tissue Kit (Promega Corp.). cDNA was synthesized using the SuperScript III First-Strand Synthesis Kit (Life Technologies). Quantitative real-time RT-PCR was performed using the StepOnePlus system (Applied Biosystems). The primers used for real-time RT-PCR are listed in Supplementary Table 1. The comparative Ct method was used to analyze the relative gene expression. Two independent experiments were performed in duplicate in each experiment. Beta-actin was used as a housekeeping gene for normalization.

### Microarray analysis

Total RNA was isolated from transplanted tumors using the Maxwell RSC simplyRNA Tissue Kit (Promega Corp.). Cy3-labeled probes were prepared from total RNA using the Low Input Quick Amp Labeling Kit 1-color (Agilent Technologies) and hybridized with a microarray slide (SurePrint G3 Mouse GE 8 × 60 K Microarray; Agilent Technologies) for 17 h at 65 °C. Next, the slide was washed and scanned with a microarray scanner (ArrayScan, Agilent Technologies) to obtain the probe’s fluorescent signal, processed for digitization using Feature Extraction software (Agilent Technologies), and analyzed with GeneSpring GX software (Agilent Technologies) for gene expression analysis. Moderated* t*-tests were used to reveal significant differences in gene expression between tumors in control and *Ext *^*flox/flox*^*; VE-Cre* mice.

### Statistical analysis

For mouse experiments, statistical details of the experiments can be found in the figure legends. Statistical significance was determined using Student’s *t*-test, Welch’s *t*-test, Tukey’s test, or log-rank test. All statistical analyses were performed using JMP 14.2 (SAS Institute Inc.). Statistical significance was set at P ≤ 0.05 for all analyses.

## Results

### HS reduction in endothelial cell-specific Ext1 knockout mice

To examine whether HS on vascular endothelial cells of the brain affects endothelial homeostasis, we generated epithelial cell-specific *Ext1* knockout mice by crossing *Ext1*^*flox/flox*^ with VE-cadherin Cre/ + mice (*Ext1*^*flox/flox*^*;VE-cadherin-Cre*). *Ext1* encodes a glycosyltransferase that catalyzes the polymerization of alternating glucuronic acid and *N*-acetylglucosamine sugar residues in the HS biosynthetic process [16]. Ext1 is indispensable for HS synthesis, as cells lacking a functional *Ext1* allele cannot synthesize HS [17, 18]. Endothelial cell-specific *Ext1* knockout mice are referred to as *Ext1*^*CKO*^ mice.

By crossing *VE-cadherin-Cre* with *Lsl-tdTomato* reporter mice, we confirmed that Cre recombinase under the VE-cadherin promoter was almost activated in vascular endothelial cells with CD31 expression (Fig. 1a). Next, we isolated vascular endothelial cells from *Ext1*^*CKO*^; *Lsl-tdTomato,* and control (*VE-cadherin-Cre*; *Lsl-tdTomato)* mice and examined the Ext1 and HS expression by immunofluorescent staining (Fig. 1b–e). Ext1 expression in endothelial cells of *Ext1*^*CKO*^*; Lsl-tdTomato* mice was significantly lost compared with that of control mice, although small cross reactivity was observed (Fig. 1b and c). Similarly, HS expression in endothelial cells of *Ext1*^*CKO*^*; Lsl-tdTomato* mice was significantly reduced compared with that of control mice (Fig. 1d and e). This is consistent with previous reports that Ext2 may rescue HS synthesis in vivo or in vitro to some extent [11, 19, 20]. In our study, *Ext2* gene expression level was not significantly reduced, so Ext2 may rescued HS synthesis as in previous reports (Fig. S1a). Because the blood vessels genetically modified did not regenerate so much in the Matrigel assay, it was also suggested that the blood vessels with a large decrease in heparan sulfate may not be able to grow properly (Fig. S2a).

**Fig. 1:**
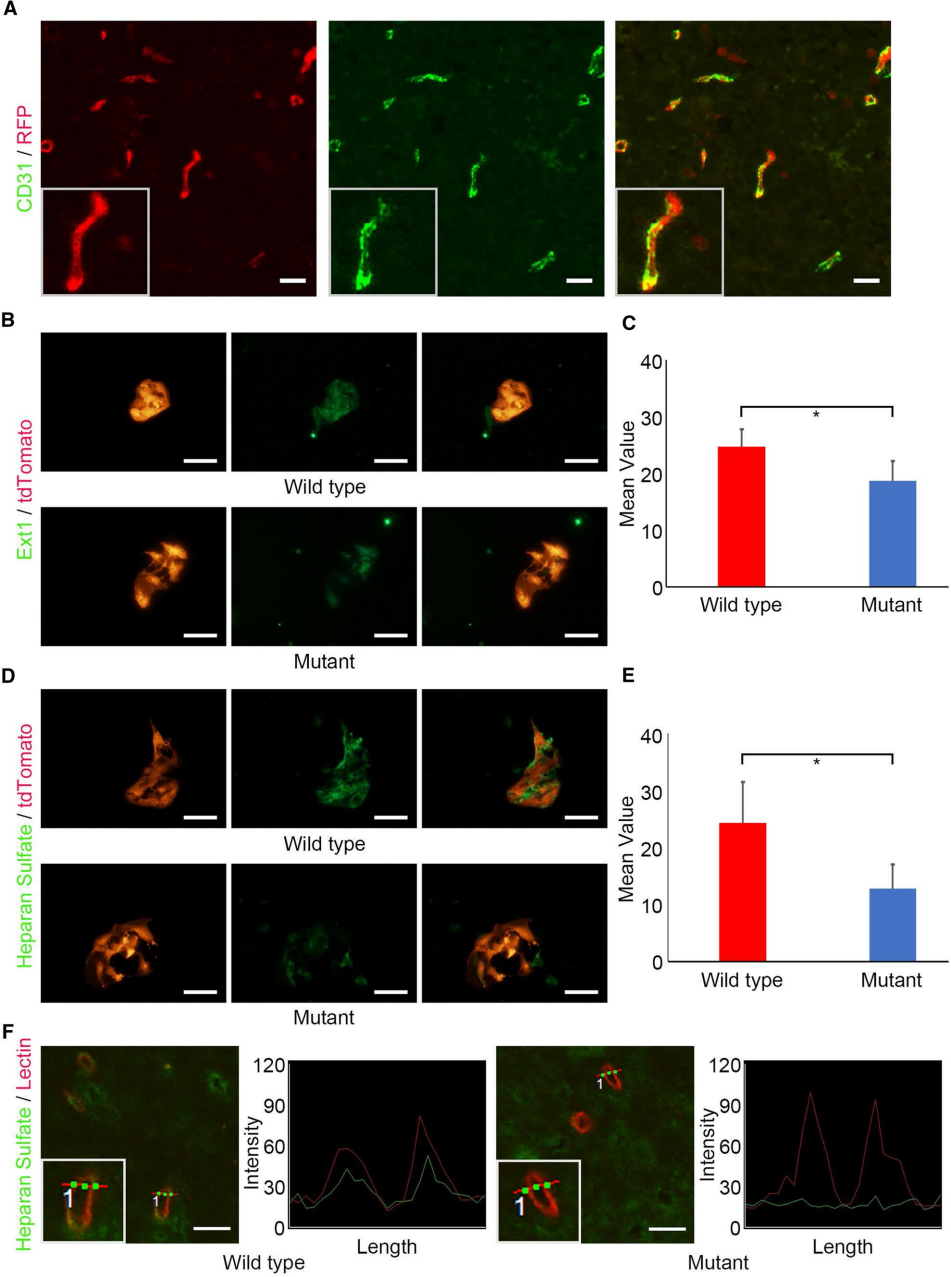
Specific reduction of heparan sulfate in endothelial cells of murine brain. **a** Fluorescent double staining of CD31 and RFP in murine brains of *Ext1*^*flox/flox*^*; VE-Cre*; *Lsl-tdTomato* and control (*VE-Cre*; *Lsl-tdTomato)* mice. Scale bar = 100 µm. **b**–**e** Ext-1 (**b**) or heparan sulfate (**d**) expressions of isolated endothelial cells from the brains of *Ext1 *^*flox/flox*^*; VE-Cre*; *Lsl-tdTomato* and control (*VE-Cre*; *Lsl-tdTomato)* mice. Quantifications of Ext-1 (**c**) or heparan sulfate (**e**) expressions of isolated endothelial cells from the brains of *Ext1*^*flox/flox*^*; VE-Cre*; *Lsl-tdTomato* and control (*VE-Cre*; *Lsl-tdTomato)* mice. (n = 5 each cohort. Bars represent the mean ± SD. Student *t*-test, *P < 0.05) Scale bar = 50 µm. f. Endothelial heparan sulfate expression and its intensity graph of capillary lumens in the brains of *Ext1*^*flox/flox*^*; VE-Cre* and control (*Ext1 *^*flox/flox*^* or Ext1*^*flox/*+^*)* mice. *Insets indicate high magnification of brain blood vessel.* Scale bar = 50 µm

To assess the ablation of HS expression in the endothelium in the *Ext1*^*CKO*^ mouse brain, we examined HS expression of the vascular endothelium by using anti-HS antibody with an intravenous injection of lectin to detect vascular endothelium. Immunofluorescent staining revealed that HS expression in the lumen of capillaries was reduced in *Ext1*^*CKO*^ mice compared with that in control mice (Fig. 1f). These results indicate that endothelial cell-specific ablation of *Ext1* leads to reduced HS in the brain capillaries of mice.

### HS reduction doesn’t affect the homeostasis of capillary function in vivo

While we observed *Ext1*^*CKO*^ mice for approximately a year carefully, *Ext1*^*CKO*^ mice did not show any abnormalities or diseases other than a slightly smaller body compared with control mice. To investigate the effect on the blood–brain barrier (BBB) in endothelial cell-specific HS reduction, we examined the relationship between endothelial cells and pericytes, one of the constituents of the BBB and blood vessels in the brain. Immunofluorescent staining using anti-PDGFRβ antibody, one of the markers for pericytes, showed no significant difference in the number of blood vessels and the ratio of pericytes around the blood vessels to the number of blood vessels between the two cohorts (Fig. 2a–c).

**Fig. 2:**
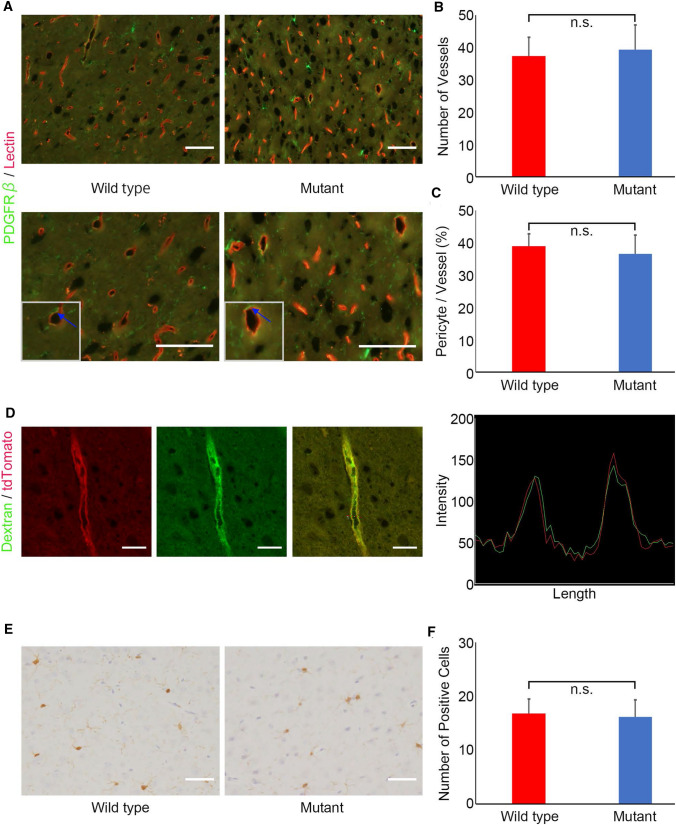
No significant differences in the homeostasis of capillary function with heparan sulfate reduction. **a** Pericytes adjacent to capillaries evaluated by fluorescent immunostaining with anti-PDGFRβ antibody in the brain of *Ext1*^*flox/flox*^*; VE-Cre* and control (*Ext1*^*flox/*+^*)* mice. Lower shows a more strongly enlarged figure. *Arrows in insets indicate high magnification of pericytes.* Scale bar = 50 µm. **b** Quantification of brain blood vessels of in *Ext1*^*flox/flox*^*; VE-Cre* and control (*Ext1*^*flox/*+^*)* mice. (n = 5, each cohort. Bars represent the mean ± SD. Student *t* test, n.s. = not significant). **c** Quantification of pericyte proportion in brain capillaries of in *Ext1 *^*flox/flox*^*; VE-Cre* and control (*Ext1*^*flox/*+^*)* mice. (n = 5, each cohort. Bars represent the mean ± SD. Student *t*-test, n.s. = not significant). **d** Vascular permeability and its intensity graph in brain capillaries of *Ext1 *^*flox/flox*^*; VE-Cre*; *Lsl-tdTomato* and control (*VE-Cre*; *Lsl-tdTomato)* mice. Dextran (green), FITC-Dextran (2000 kDa). Scale bar = 100 µm. **e** Iba1 (microglia marker) expression in brain capillaries of *Ext1 *^*flox/flox*^*; VE-Cre* and control (*Ext1 *^*flox/flox*^* or Ext1*^*flox/*+^*)* mice. Scale bar = 50 µm. **f** Quantification of Iba1 positive cells in brain capillaries of *Ext1 *^*flox/flox*^*; VE-Cre* and control (*Ext1*^*flox/flox*^* or Ext1*^*flox/*+^*)* mice. (n = 10 each cohort. Bars represent the mean ± SD. Student *t*-test, n.s. = not significant)

To evaluate vascular permeability in the BBB, we administered fluorescent dextran. No extravasation was observed in *Ext1*^*CKO*^ mice, suggesting that the function, at least in vascular permeability, may be maintained (Fig. 2d). Changes in microglia were also examined using Iba1 immunostaining as an evaluation of the immune system, but no significant changes were observed between the two cohorts (Fig. 2e, f). These data demonstrated that endothelial cell-specific HS reduction may not affect, in a part, the murine BBB homeostasis, which is associated with vascular permeability.

### HS reduction in the endothelium of brain capillaries suppressed glioma growth in vivo

To test whether endothelial cell-specific HS reduction affects tumor growth in the murine brain, we performed an orthotopic transplantation experiment with murine glioma GL261 cells. Fourteen days after the tumor was transplanted, we performed brain excision to evaluate the tumor transplant site histologically by H&E staining according to the previous report [21] (Fig. 3a, Fig. S3a, b). The tumor area at the tumor transplantation site was significantly reduced in *Ext1*^*CKO*^ mice compared with that in control mice (Fig. 3b). We next confirmed whether there was a change in the overall survival time. As a result, a significant increase in survival time was observed in *Ext1*^*CKO*^ mice compared to control mice (Fig. 3c).

**Fig. 3:**
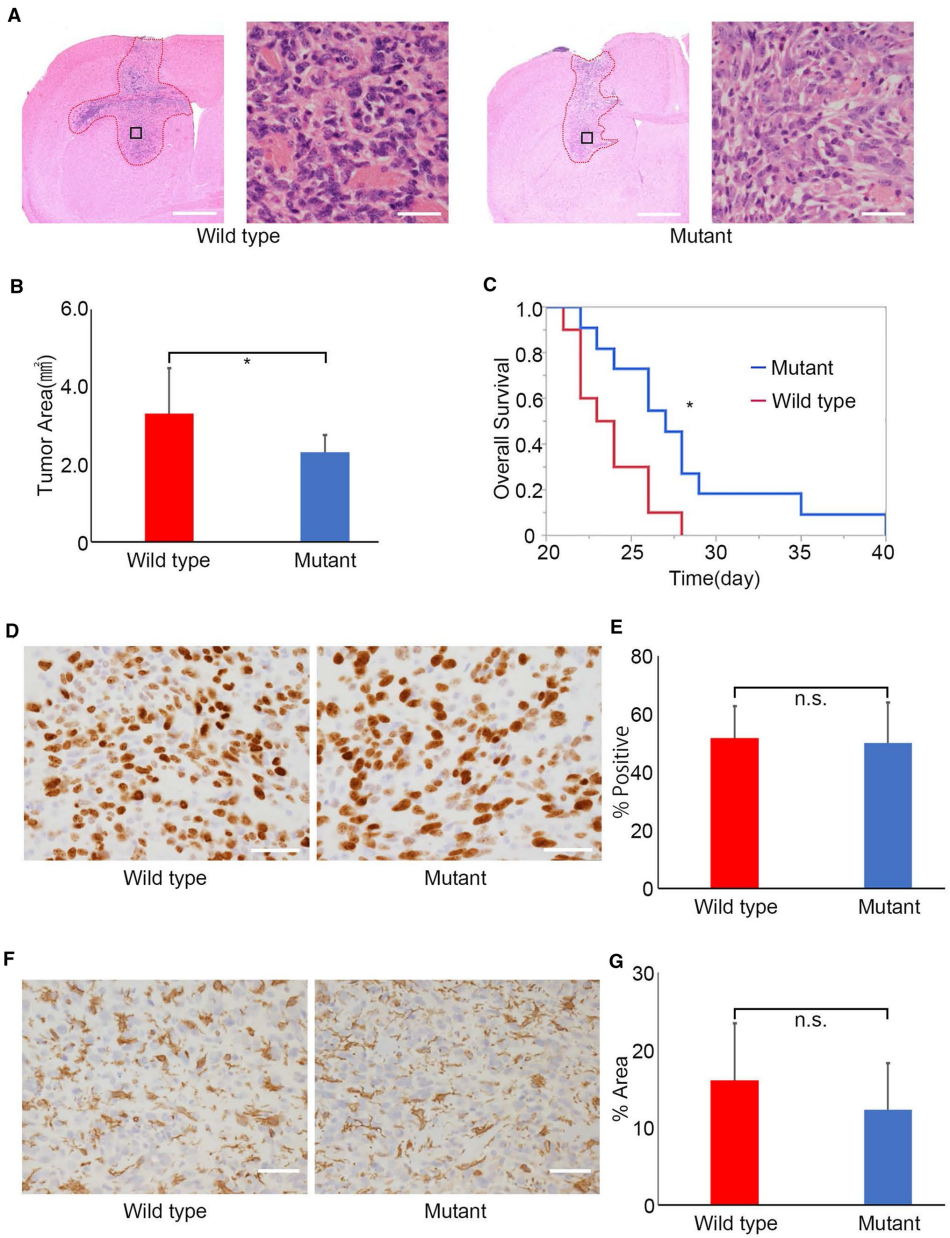
Heparan sulfate reduction in brain capillaries suppresses GL261 glioma growth in vivo. **a** Representative H&E staining of murine brains of *Ext1*^*flox/flox*^*; VE-Cre* and control (*Ext1*^*flox/flox*^* or Ext1*^*flox/*+^*)* mice following transplantation of GL261 glioma cells. Scale bar = 1 mm and 50 µm, respectively. **b** Tumor area quantification in brain tumors of *Ext1*^*flox/flox*^*; VE-Cre* and control (*Ext1*^*flox/flox*^* or Ext1*^*flox/*+^*)* mice. (n = 11 and 10, respectively. Bars represent the mean ± SD. Welch *t*-test, *P < 0.05). **c** Overall survival of *Ext1*^*flox/flox*^*; VE-Cre* and control (*Ext1*^*flox/flox*^* or Ext1*^*flox/*+^ *or Ext1*^+*/*+^*)* mice. (n = 10 and 11, respectively. log-rank test, *P < 0.05). **d**–**g** Immunostaining of Ki67 (**d**) and Iba1 (**f**) in tumor tissues of *Ext1*^*flox/flox*^*; VE-Cre* and control (*Ext1*^*flox/flox*^* or Ext1*^*flox/*+^*)* mice. Quantification of Ki67 (**e**) and Iba1 (**g**) in tumor tissues of *Ext1*^*flox/flox*^*; VE-Cre* and control (*Ext1*^*flox/flox*^* or Ext1*^*flox/*+^*)* mice. Scale bar = 50 µm (n = 9 and 10, respectively. Bars represent the mean ± SD. Student *t* test, n.s. = not significant)

To elucidate the mechanisms underlying the difference in tumor volume between *Ext1*^*CKO*^ and control mice, we performed immunostaining for Ki67, a proliferation marker, in both cohorts. The results showed no significant difference between the two cohorts (Fig. 3d, e). Furthermore, intratumoral immunity and microglial infiltration were evaluated by immunostaining for Iba1, a microglia marker; however, there was no significant change in the Iba1-positive cell area between the two cohorts (Fig. 3f, g). These results indicate that endothelial cell-specific HS reduction, at least, suppresses glioma growth and prolongs overall survival.

### HS reduction resulted in intratumoral angiogenesis suppression in the glioma microenvironment

Since HS is required for FGF2 signal activation as a receptor [7, 8], we hypothesized that the tumor suppressive effect was due to the attenuation of angiogenesis in brain capillaries. First, in *Ext1*^*CKO*^ mice, we performed immunostaining for FGF2, a protein related to angiogenesis, to investigate its localization. FGF2 was expressed not only in the vascular epithelium but also in glioma cells, although the staining was weak (Fig. 4a). In the transcriptional profiling of whole tumor tissues in *Ext1*^*CKO*^ and control mice on vascular angiogenesis, *Fgf2* and *Vegfa* expression levels did not change significantly between the two cohorts (Fig. 4b). 

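RNA from whole GL261 tumors of 4 *Ext1* CKO and 4 control mice was labeled with Cy3 and hybridized to mouse expression arrays, 1 tumor per array, and all 8 arrays lay on 1 slide that was scanned once. GL261 is a mouse glioma cell line, and the tumors also hold host cells, so that RNA of endothelial cells, where *Ext1* was deleted, is only a part of each sample. The sample labels give 14 to 21 days after transplantation for these tumors, and the paper gives 14 days for the histology. The labels name the control mice wild type, whereas the legend of Fig. 4b names them *Ext1* flox/flox. The groups were taken from the sample labels. In Fig. 4b, the columns headed mutant hold the values of the arrays labelled control and those headed wild type hold the values of the arrays labelled *Ext1* CKO, so each direction given for these arrays is that of the labels and would be the opposite under the headings. The authors deposited the intensity of each spot after background subtraction by Feature Extraction, not normalized between arrays. Control spots and spots flagged as outliers were left out, spots of the same probe were averaged, and each array's log2 intensities were set relative to its 75th percentile, which lay between 578.8 and 750.7 intensity units. Of the 56605 probes, between 64.0% and 72.1% per array were well above background. The 35794 probes that were well above background on all 4 arrays of at least 1 group were tested with limma's moderated test, and the number of arrays limits the precision. The array labelled control replicate 4 stood apart, with correlations of 0.772 to 0.82 with the other arrays, which had correlations of 0.977 to 0.992 with one another. On simulated arrays, also 4 against 4, with the spread of all 8 arrays 0% of probes changed by a log2 difference of 1 were recovered at an adjusted p under 0.05, and with the spread seen without that array 67.5%. The simulated spread was independent between probes and equal on all arrays, unlike here, where 1 array stood apart. These shares are therefore a guide and not the power of this comparison. *Ext1* itself has 1 probe, A_51_P416689, whose log2 level was 0.44 ± 0.09 (SD, n = 4) on the arrays labelled *Ext1* CKO and 0.55 ± 0.27 (SD, n = 4) on those labelled control. The log2 difference was -0.11 (standard error 0.18, adjusted p = 0.792 from limma's moderated test with Benjamini-Hochberg adjustment, two-sided exact permutation p = 0.543). Without control replicate 4, it was -0.24 (unadjusted p = 0.0446 and adjusted p = 0.993 from limma's moderated test).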

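In the arrays of whole tumors, 0 of the 35794 probes tested differed between the groups at an adjusted p under 0.05 in limma's moderated test, and the smallest adjusted p was 0.752. At a p of at most 0.05, the paper's general threshold, taken here without adjustment because the paper's text does not name one for the arrays, 534 probes passed, of which 403 were higher on the arrays labelled *Ext1* CKO. With the replicate number as a block, 1072 probes passed, of which 534 were higher, without control replicate 1, 1137, of which 559 were higher, and without control replicate 4, 1519, of which 984 were higher. These counts are 1.49%, 2.99%, 3.13% and 4.23% of the probes tested. Each is below the 5% that this threshold passes on average where nothing differs, so the counts alone show no difference between the groups. None of the 7 *Fgf2* and *Vegfa* probes of Fig. 4b was among the 534. The only *Fgf2* probe well above background, A_51_P399845, had a log2 level of -4.63 ± 0.24 (SD, n = 4) on the arrays labelled *Ext1* CKO and -4.51 ± 0.50 (SD, n = 4) on those labelled control, a log2 difference of -0.12 (limma's moderated test, unadjusted p = 0.664, adjusted p = 0.838, exact permutation p = 0.8). Without control replicate 4, the difference was 0.13. The other *Fgf2* probes, A_55_P2048705 and A_52_P376768, were not well above background on any of the 8 arrays, so that their differences lie within background signal and no fold change is given for them, although A_55_P2048705 passed the unadjusted threshold with array quality weights. The 4 *Vegfa* probes were well above background on all arrays. The largest log2 difference among them was 1.13 (standard error 0.69) for A_52_P249424, with a level of 0.98 ± 0.41 (SD, n = 4) on the arrays labelled *Ext1* CKO and a mean of -0.14 on those labelled control, which spread from -2.24 to 1.31 (limma's moderated test, unadjusted p = 0.141, adjusted p = 0.752, exact permutation p = 0.171). A_52_P638895 differed by 0.79 (unadjusted p = 0.146 from limma's moderated test, exact permutation p = 0.2), A_51_P482552 by 0.75 (p = 0.357, exact permutation p = 0.6) and A_55_P2741794 by 0.19 (p = 0.604, exact permutation p = 0.657). Adjusted over the list alone, 0 of the 7 probes differed, and the smallest adjusted p was 0.512. Without control replicate 1, A_52_P249424 differed by 1.61 (unadjusted p = 0.0389, adjusted p = 0.582 from limma's moderated test) and A_52_P638895 by 1.17 (unadjusted p = 0.0251, adjusted p = 0.582 from the same test), and without control replicate 4 they differed by 0.43 and 0.37, neither past the unadjusted threshold. A_51_P482552 differed by 0.05 without control replicate 4 and by 1.29 without control replicate 1, and A_55_P2741794 by 0.01 without *Ext1* CKO replicate 3 and by 0.46 without control replicate 4, none past the unadjusted threshold.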

Real-time quantitative PCR (qPCR) also showed that relative expression levels were maintained in *Ext1*^*CKO*^ mice (Fig. 4c, d). Thus, it seemed that reduced production of FGF2 and VEGFA was not occurred in *Ext1*^*CKO*^ mice. On the other hand, pERK1/2, which is a downstream signal of FGF2, was weakened by immunostaining although ERK1/2 (ERK control without phosphorylation) was present in both groups, suggesting that FGF2-ERK signaling activation might be weak in the microenvironment (Fig. S4a-b). 

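For the arrays of whole tumors, the 95% confidence intervals of limma's moderated test give the range of changes that the 4 arrays per group leave open. For *Fgf2* probe A_51_P399845, the interval ran from 0.593-fold to 1.42-fold of the level on the arrays labelled control. For the *Vegfa* probes it ran from 0.646-fold to 2.02-fold for A_55_P2741794, from 0.789-fold to 3.77-fold for A_52_P638895, from 0.492-fold to 5.76-fold for A_51_P482552 and from 0.723-fold to 6.61-fold for A_52_P249424. Each interval includes no change. The intervals follow the labels. Under the headings of Fig. 4b each would be inverted, so that the high upper bounds of the *Vegfa* probes would become strong reductions. From the arrays and the qPCR together, the paper proposes that the production of FGF2 and VEGFA was not reduced in *Ext1* CKO mice.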

Secondly, we performed CD31 staining to evaluate angiogenesis within the tumor. The results showed significant suppression of angiogenesis in both immunostaining and fluorescent immunostaining in *Ext1*^*CKO*^ compared with that in control (WT) mice (Fig. 4e–h, Fig. S5a). These data suggest that glioma growth inhibition might be caused by the suppression of intratumoral angiogenesis related to FGF2.

**Fig. 4:**
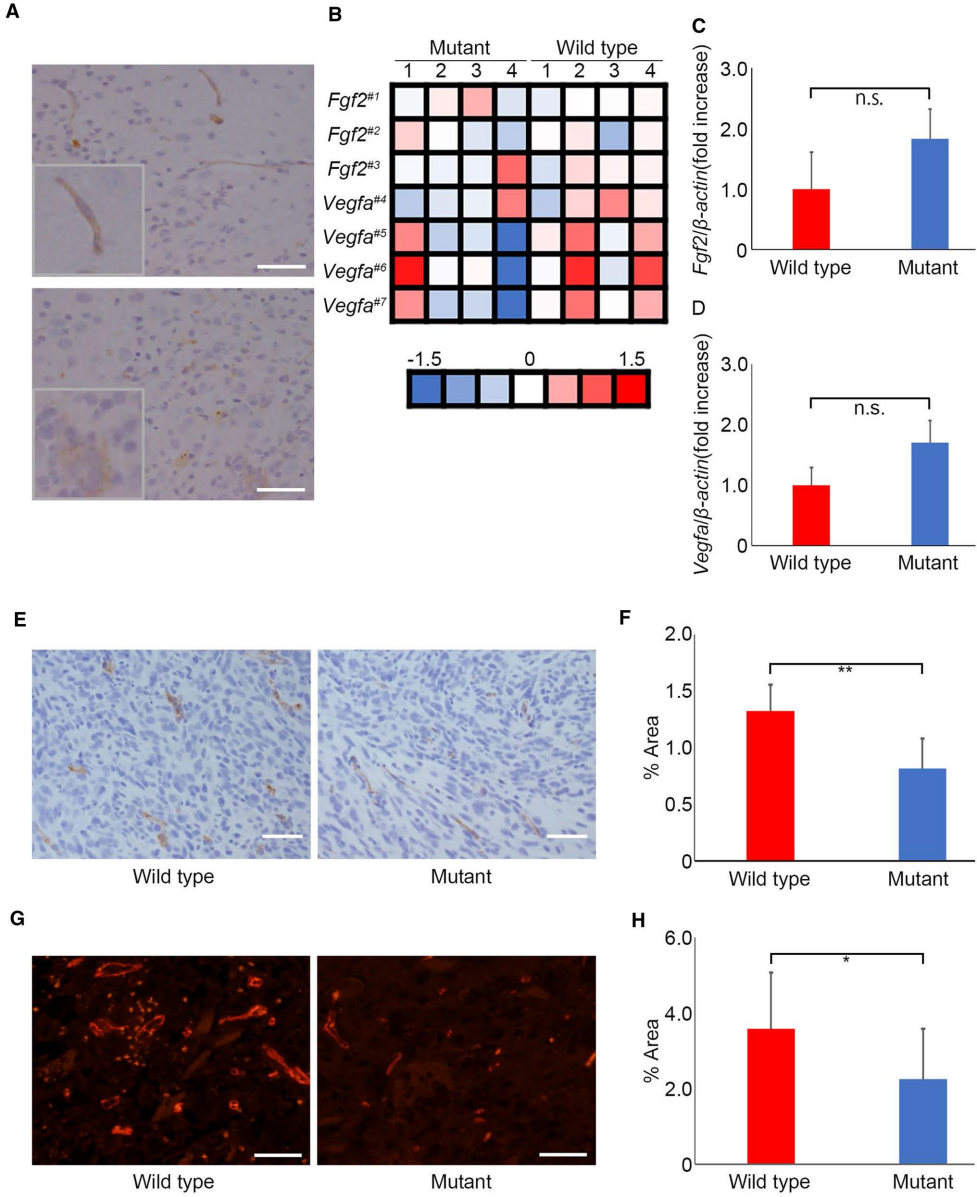
Intratumoral angiogenesis is inhibited by heparan sulfate reduction in brain capillaries. **a** Immunostaining of FGF2 in brain tissues transplanted GL261 glioma cells in E*xt1*^*flox/flox*^; *VE-Cre. Insets indicate high magnification of FGF2-positive endothelial cells in capillaries (upper) and FGF2-positive tumor tissues (lower).* Scale bar = 50 µm. **b** Transcriptional profiles related to angiogenesis in transplanted GL261 glioma tissues in E*xt1*^*flox/flox*^*;VE-Cre* and control (*Ext1*^*flox/flox*^*)* mice (n = 4 each cohort). #1–7 indicate 1: A_55_P2048705, 2: A_52_P376768, 3: A_51_P399845, 4: A_55_P2741794, 5: A_52_P638895, 6: A_51_P482552, 7: A_52_P249424, respectively. **c**, **d** Quantification of relative expressions of *Fgf2* (**c**) and *Vegfa* (**d**) in transplanted GL261 glioma tissues in E*xt1*^*flox/flox*^*; VE-Cre* and control (*Ext1*^*flox/flox*^*)* mice, evaluated by real time RT-PCR. (n = 3 each cohort. Bars represent the mean ± SD. Student *t* test, n.s. = not significant). **e** Immunostaining for CD31 in brain tissues transplanted GL261 glioma cells in E*xt1 *^*flox/flox*^*; VE-Cre* and control (*Ext1*^*flox/flox*^* or Ext1*^*flox/*+^*)* mice*. Insets indicate CD31-positive endothelial cells in capillaries.* Scale bar = 50 µm. **f** Quantification of intratumoral vessel’s area in E*xt1*^*flox/flox*^*; VE-Cre* and control (*Ext1*^*flox/flox*^* or Ext1*^*flox/*+^*)* mice. (n = 7 each cohort. Bars represent the mean ± SD. Student *t*-test, **P < 0.01). **g** Immunofluorescent staining for CD31 in brain tissues transplanted GL261 glioma cells into E*xt1*^*flox/flox*^*; VE-Cre* and control (*Ext1*^*flox/flox*^* or Ext1*^*flox/*+^*)* mice*.* Scale bar = 50 µm. **h** Quantification of CD31 immunofluorescent positive area in E*xt1 *^*flox/flox*^*; VE-Cre* and control (*Ext1*^*flox/flox*^* or Ext1*^*flox/*+^*)* mice. (n = 10 each cohort. Bars represent the mean ± SD. Student *t* test, *P < 0.05)

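Each of the 5 probes of Fig. 4b that were well above background had its highest or lowest value on the array labelled control replicate 4. On that array, *Vegfa* probe #6 lay at -1.33 on the log2 scale, against 0.98 to 2.40 on the other arrays labelled control and 0.76 to 2.28 on those labelled *Ext1* CKO. Probe #7 was also lowest on that array, and probe #5 lay at 1.01, against 2.20 to 3.42 and 2.59 to 3.57. In contrast, *Vegfa* probe #4 and *Fgf2* probe #3 were highest on that array among the 8, at -0.83 and -3.76.

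**Figure D1:**
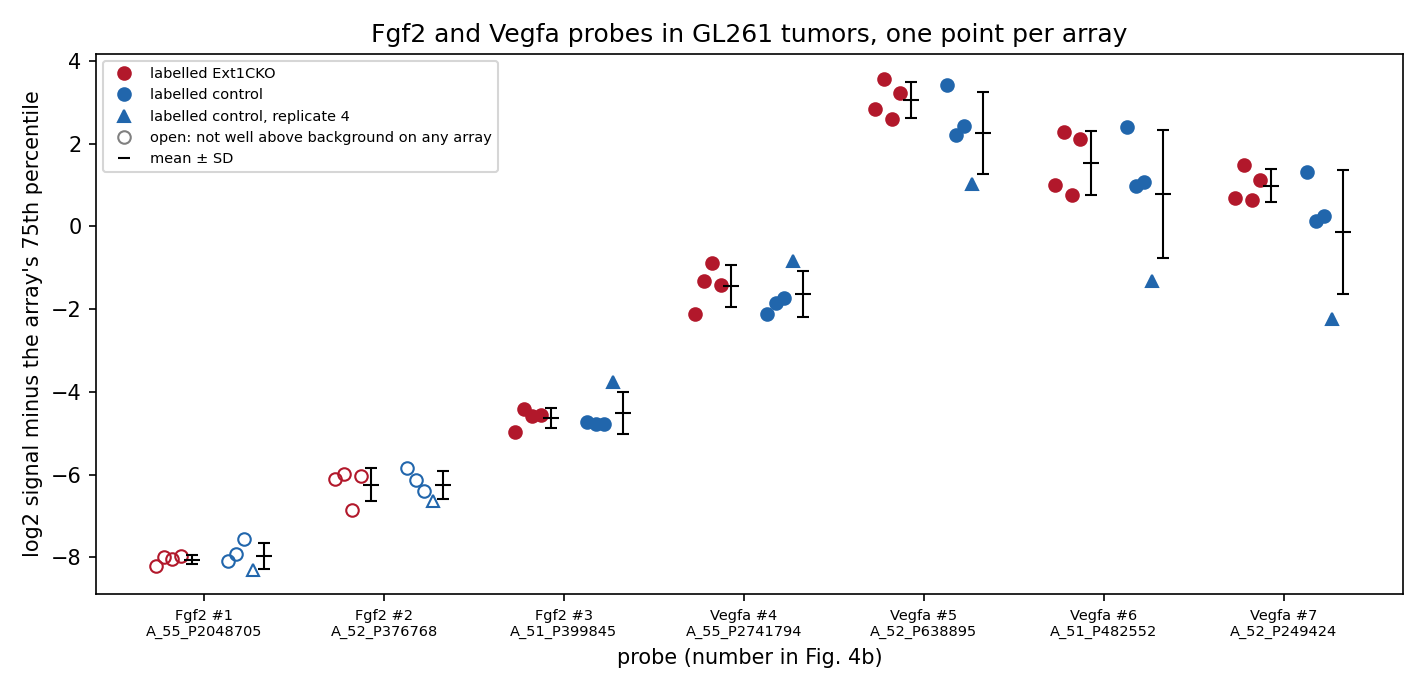
Log2 signal relative to the 75th percentile of each array (vertical axis) for the 7 probes of Fig. 4b (horizontal axis), with 1 point per array, 4 arrays labelled *Ext1* CKO (red) and 4 labelled control (blue, replicate 4 as a triangle). Black bars are the mean ± SD of each group, open symbols are probes not well above background on any array, and the groups overlap for every probe, with control replicate 4 at -1.33 and -2.24 for *Vegfa* #6 and #7.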

### Endothelial cell-specific HS reduction attenuated FGF2 stimulation in vivo

To confirm the direct role of FGF2 in angiogenesis, an in vivo angiogenesis assay was performed using Matrigel with or without mouse recombinant FGF2 protein. Matrigel with or without FGF2 was administered subcutaneously in both groups and excised 14 days later. The excised Matrigel plugs with FGF2 had a red color in appearance compared to those without FGF2 (Fig. 5a). The FGF2-containing Matrigel plug in the control group showed strong adhesion to the skin compared with that without FGF2.

**Fig. 5:**
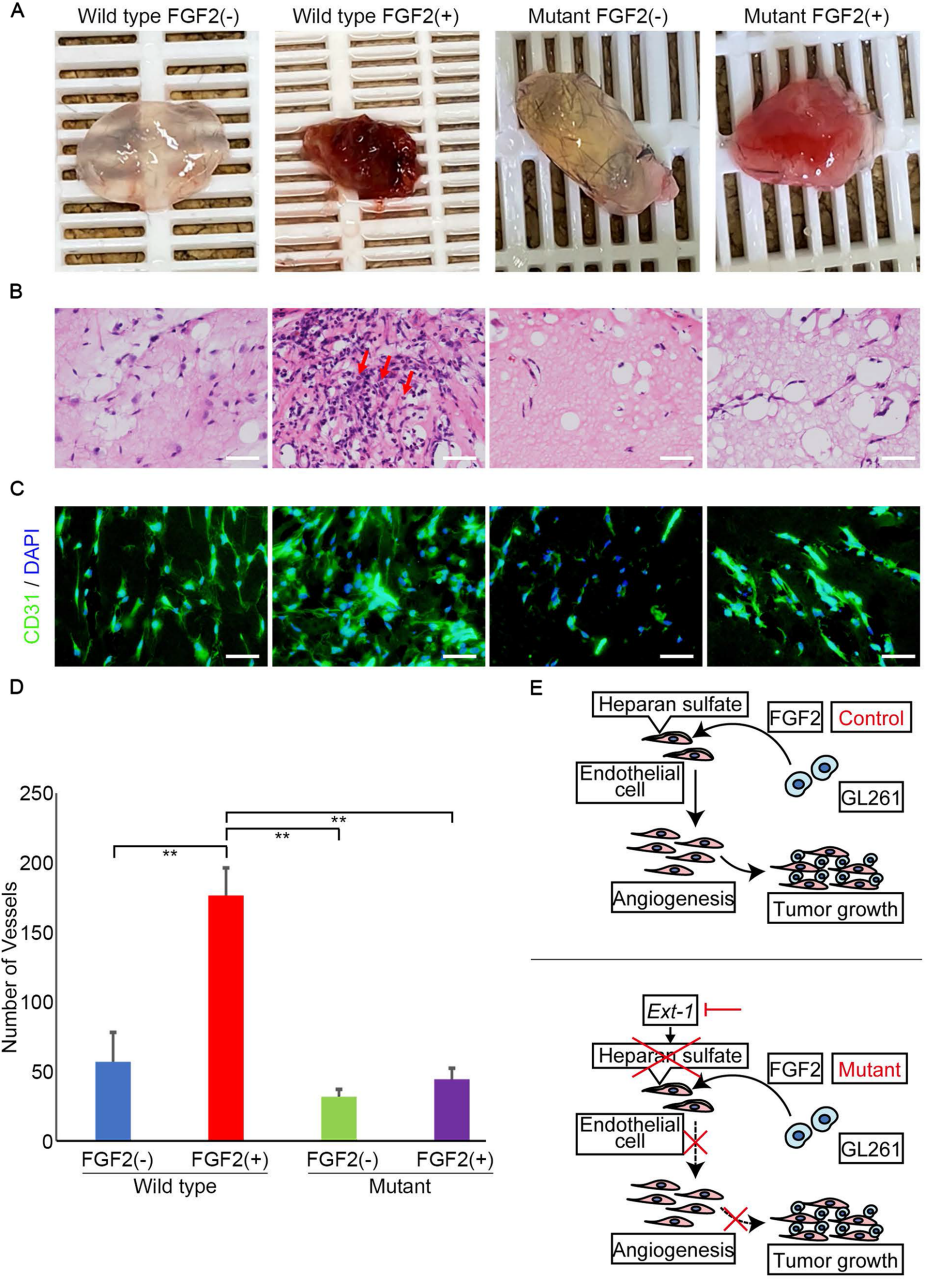
Angiogenesis induced by FGF2 stimulation is inhibited in capillaries with heparan sulfate reduction. **a** Gross appearance of Matrigel plugs resected from *Ext1*^*flox/flox*^*; VE-Cre*; *Lsl-tdTomato* and control (*VE-Cre*; *Lsl-tdTomato)* mice with or without FGF2 induction. **b**, **c** H&E staining (**b**) and CD31 immunofluorescent staining (**c**) of Matrigel plugs resected from each cohort shown in** a**.* Arrows indicate endothelial cells with inflammatory cells*. Scale bar = 50 µm. **d** Quantification of vessel number in each cohort (n = 5 each cohort. Bars represent the mean ± SD. Turkey’s test, **P < 0.01). The number is evaluated at magnifications of × 400 (high power field; HPF). **e** A schema of a mechanism found in this study

In H&E staining, immune cell infiltration was observed, especially in the control group Matrigel plugs. In the FGF2-containing Matrigel plugs, blood vessels with a more solid structure were observed (Fig. 5b). CD31 fluorescent staining showed that FGF2-containing Matrigel plugs had thicker blood vessels than that without FGF2 in both groups (Fig. 5c). Evaluation of the number of endothelial cells demonstrated that the FGF2-containing Matrigel plug in the control group showed a significant increase compared with other ones (Fig. 5d). In addition, the rate of increase was larger in the control group than in the mutant group, suggesting that the effect of FGF2 was attenuated in the mutant group.

## Discussion

Here, we found that specific reduction of HS in vascular endothelial cells suppresses GBM growth in endothelial cell-specific *Ext1* knockout mice. While there are many reports that HS upregulation in GBM cells is a poor prognostic factor for tumors [10, 22, 23], the mechanism by which HS on the vascular endothelium affects GBM growth is unclear. Several studies have examined tumor growth in mice with endothelial cell-specific loss of HS. Fuster et al. [24] reported that, in endothelial cell-specific knockout mice of *Ndst1*, which encodes the HS *N*-acetylglucosamine *N*-deacetylase/*N*-sulfotransferase 1, the growth of lung cancer cells was significantly suppressed in the transplantation models. It has also been reported that HS 6-*O*-sulfation in the vascular endothelium is elevated in ovarian cancer, and that inhibition of HS 6-*O*-sulfotransferases 1 and 2 in ovarian cancer significantly suppressed tumor growth and angiogenesis in vivo [25, 26]. Similar to these reports, angiogenesis was significantly suppressed in our experiment, which may have greatly affected tumor growth (Fig. 5e). As mentioned in Secondary structure of Scherer [27], migration to perivascular area is occurred in glioblastoma invasion [28]. Therefore, decreased angiogenesis may partially suppressed glioblastoma invasion, leading to tumor growth reduction.

FGF2 is one of the most potent angiogenic stimulators in tumor growth and is known to be a stronger angiogenic factor than VEGF, i.e., the current therapeutic target in GBM [29, 30]. FGF2 is retained in the basement membrane in a stable state and secreted by astrocytes and GBM [31–34]. FGF2 has a strong angiogenic effect; however, the presence of HS is essential for the efficient expression of its angiogenic effect. A large difference in effect expression between HS derived from vascular endothelial cells and HS derived from the extracellular matrix has been reported [31]. In this study, only HS on the vascular endothelium was attenuated, but the effect of FGF2 was significantly reduced.

In our study, Ki67-postive tumor cells were not suppressed in *Ext1*^*CKO*^ group. Although reduced angiogenesis results in a hypoxic environment, Ki67 of glioblastoma is reported to not be suppressed despite of hypoxic condition in some articles like our result [35, 36]. On the other hand, Webster et al. suggested that tumor cell cycle become slowly in an ischemic environment, and some tumor cells rest in G2 phase permanently [37]. Thus, although the apparent proliferative capacity is maintained, it is possible that a decrease in proliferative capacity is actually observed. In addition, our result may be influenced by the fact that the sections were prepared at 14 days after tumor transplantation, which is a relatively early timing, leading to mild ischemia that glioma can somehow grow even slowly.

HS is one of the components of the glycocalyx in the BBB that is involved in maintaining homeostasis and regulating the inflammatory response [38–40]. Therefore, we investigated homeostasis and immunity but found no significant changes. This is probably because the glycocalyx in the brain is overwhelmingly thicker than other organs and is maintained to some extent even if damaged. It is also reported that chondroitin and dermatan sulfate are upregulated when heparan sulfate is reduced [41]. Therefore, it seems that the decrease in HS alone does not disrupt endothelial function [42].

The limitations of this study are that it is a transplant model and cannot imitate the natural course and that the effects on the immunity of organs other than the brain and immunity at the time of exacerbation of inflammation, such as infectious diseases, cannot be denied. It is also known that glioma may become malignant if the ischemic state continues, but long-term changes can’t be investigated in this model [43]. Further research is required to accurately assess the impact of these events.

## Conclusions

Specific reduction of HS in vascular endothelial cells suppresses tumor growth of GBM. Therefore, HS on the vascular endothelium has an important effect on angiogenesis in GBM.

## Supplementary Information

Additional file 1 Tab. S1 Primer details used for real-time RT-PCR

Additional file 2 Fig. S1 *Ext2* gene expression of endothelial cells isolated from the mouse brain. a. Quantification of relative expressions of *Ext2* in endothelial cells of the mouse brain evaluated by real time RT-PCR. (n=3 each cohort. Bars represent the mean ± SD. Student t test, n.s. = not significant). Fig. S2 Heparan Sulfate reduced blood vessels don’t regenerate so much in Matrigel assay. a. Appearance of tdTomato at Fig. 5c place of Matrigel plugs resected from Ext1 flox/flox; VE-Cre; Lsl-tdTomato and control (VE-Cre; Lsl-tdTomato) mice without FGF2 induction. Scale bar = 50 µm. Fig. S3 GL261 glioma appearance transplanted in murine brains. a-b. GL261 glioma appearance transplanted in murine brains of Ext1 flox/flox; VE-Cre and control (Ext1 flox/flox or Ext1 flox/+) mice. Schema (a) and Fig. 3a glioma’s H&E staining of every 200 µm as representative images (b). All brain images are adjusted to show the same side among images. Scale bar = 500 µm. Fig. S4 Immunostaining of pERK1/2 in tumor tissue is weakened with heparan sulfate reduction. a-b. Immunostaining of pERK1/2 (a) and ERK1/2 as control (b) in tumor tissues of Ext1 flox/flox; VE-Cre and control (Ext1 flox/flox or Ext1 flox/+) mice. Scale bar = 100 µm. Fig. S5 Cell density and nuclear atypia in tumor tissues are confirmed in DAPI images. a. Appearance of DAPI retaken at the same site of Fig. 4g. Scale bar = 50 µm

Additional file 3

## Data Availability

The datasets generated or analyzed during the current study are available from the corresponding author on reasonable request. All microarray data were deposited in Gene Expression Omnibus (GEO) under Accession No. GSE175419 (http://www.ncbi.nlm.nih.gov/geo/).

## References

[1] Yamada T, Tsuji S, Nakamura S, Egashira Y, Shimazawa M, Nakayama N, Yano H, Iwama T, Hara H (2020). Riluzole enhances the antitumor effects of temozolomide via suppression of MGMT expression in glioblastoma. J Neurosurg.

[2] Le Joncour V, Guichet PO, Dembele KP, Mutel A, Campisi D, Perzo N, Desrues L, Modzelewski R, Couraud PO, Honnorat J, Ferracci FX, Marguet F, Laquerriere A, Vera P, Bohn P, Langlois O, Morin F, Gandolfo P, Castel H (2021). Targeting the urotensin II/UT G protein-coupled receptor to counteract angiogenesis and mesenchymal hypoxia/necrosis in glioblastoma. Front Cell Dev Biol.

[3] Gao Y, Zheng H, Li L, Feng M, Chen X, Hao B, Lv Z, Zhou X, Cao Y (2021). Prostate-specific membrane antigen (PSMA) promotes angiogenesis of glioblastoma through interacting with ITGB4 and regulating NF-kappaB signaling pathway. Front Cell Dev Biol.

[4] Chinot OL, Wick W, Mason W, Henriksson R, Saran F, Nishikawa R, Carpentier AF, Hoang-Xuan K, Kavan P, Cernea D, Brandes AA, Hilton M, Abrey L, Cloughesy T (2014). Bevacizumab plus radiotherapy-temozolomide for newly diagnosed glioblastoma. N Engl J Med.

[5] Gilbert MR, Dignam JJ, Armstrong TS, Wefel JS, Blumenthal DT, Vogelbaum MA, Colman H, Chakravarti A, Pugh S, Won M, Jeraj R, Brown PD, Jaeckle KA, Schiff D, Stieber VW, Brachman DG, Werner-Wasik M, Tremont-Lukats IW, Sulman EP, Aldape KD, Curran WJ, Mehta MP (2014). A randomized trial of bevacizumab for newly diagnosed glioblastoma. N Engl J Med.

[6] Dallinga MG, Habani YI, Schimmel AWM, Dallinga-Thie GM, van Noorden CJF, Klaassen I, Schlingemann RO (2021). The role of heparan sulfate and neuropilin 2 in VEGFA signaling in human endothelial tip cells and non-tip cells during angiogenesis in vitro. Cells.

[7] Chua CC, Rahimi N, Forsten-Williams K, Nugent MA (2004). Heparan sulfate proteoglycans function as receptors for fibroblast growth factor-2 activation of extracellular signal-regulated kinases 1 and 2. Circ Res.

[8] Qiao D, Meyer K, Mundhenke C, Drew SA, Friedl A (2003). Heparan sulfate proteoglycans as regulators of fibroblast growth factor-2 signaling in brain endothelial cells. Specific role for glypican-1 in glioma angiogenesis. J Biol Chem.

[9] Loilome W, Joshi AD, ap Rhys CM, Piccirillo S, Vescovi AL, Gallia GL, Riggins GJ (2009). Glioblastoma cell growth is suppressed by disruption of fibroblast growth factor pathway signaling. J Neurooncol.

[10] Tran VM, Wade A, McKinney A, Chen K, Lindberg OR, Engler JR, Persson AI, Phillips JJ (2017). Heparan sulfate glycosaminoglycans in glioblastoma promote tumor invasion. Mol Cancer Res.

[11] Busse-Wicher M, Wicher KB, Kusche-Gullberg M (2014). The exostosin family: proteins with many functions. Matrix Biol.

[12] Inatani M, Irie F, Plump AS, Tessier-Lavigne M, Yamaguchi Y (2003). Mammalian brain morphogenesis and midline axon guidance require heparan sulfate. Science.

[13] Shimokawa K, Kimura-Yoshida C, Nagai N, Mukai K, Matsubara K, Watanabe H, Matsuda Y, Mochida K, Matsuo I (2011). Cell surface heparan sulfate chains regulate local reception of FGF signaling in the mouse embryo. Dev Cell.

[14] Kogata N, Arai Y, Pearson JT, Hashimoto K, Hidaka K, Koyama T, Somekawa S, Nakaoka Y, Ogawa M, Adams RH, Okada M, Mochizuki N (2006). Cardiac ischemia activates vascular endothelial cadherin promoter in both preexisting vascular cells and bone marrow cells involved in neovascularization. Circ Res.

[15] Kawai S, Takagi Y, Kaneko S, Kurosawa T (2011). Effect of three types of mixed anesthetic agents alternate to ketamine in mice. Exp Anim.

[16] Lind T, Tufaro F, McCormick C, Lindahl U, Lidholt K (1998). The putative tumor suppressors EXT1 and EXT2 are glycosyltransferases required for the biosynthesis of heparan sulfate. J Biol Chem.

[17] Lin X, Wei G, Shi Z, Dryer L, Esko JD, Wells DE, Matzuk MM (2000). Disruption of gastrulation and heparan sulfate biosynthesis in EXT1-deficient mice. Dev Biol.

[18] McCormick C, Leduc Y, Martindale D, Mattison K, Esford LE, Dyer AP, Tufaro F (1998). The putative tumour suppressor EXT1 alters the expression of cell-surface heparan sulfate. Nat Genet.

[19] Okada M, Nadanaka S, Shoji N, Tamura J, Kitagawa H (2010). Biosynthesis of heparan sulfate in EXT1-deficient cells. Biochem J.

[20] Forsberg E, Kjellen L (2001). Heparan sulfate: lessons from knockout mice. J Clin Invest.

[21] Gao H, Zhang IY, Zhang L, Song Y, Liu S, Ren H, Liu H, Zhou H, Su Y, Yang Y, Badie B (2018). S100B suppression alters polarization of infiltrating myeloid-derived cells in gliomas and inhibits tumor growth. Cancer Lett.

[22] Ohkawa Y, Wade A, Lindberg OR, Chen KY, Tran VM, Brown SJ, Kumar A, Kalita M, James CD, Phillips JJ (2021). Heparan sulfate synthesized by Ext1 regulates receptor tyrosine kinase signaling and promotes resistance to EGFR inhibitors in GBM. Mol Cancer Res.

[23] Kazanskaya GM, Tsidulko AY, Volkov AM, Kiselev RS, Suhovskih AV, Kobozev VV, Gaytan AS, Aidagulova SV, Krivoshapkin AL, Grigorieva EV (2018). Heparan sulfate accumulation and perlecan/HSPG2 up-regulation in tumour tissue predict low relapse-free survival for patients with glioblastoma. Histochem Cell Biol.

[24] Fuster MM, Wang L, Castagnola J, Sikora L, Reddi K, Lee PH, Radek KA, Schuksz M, Bishop JR, Gallo RL, Sriramarao P, Esko JD (2007). Genetic alteration of endothelial heparan sulfate selectively inhibits tumor angiogenesis. J Cell Biol.

[25] Ferreras C, Rushton G, Cole CL, Babur M, Telfer BA, van Kuppevelt TH, Gardiner JM, Williams KJ, Jayson GC, Avizienyte E (2012). Endothelial heparan sulfate 6-O-sulfation levels regulate angiogenic responses of endothelial cells to fibroblast growth factor 2 and vascular endothelial growth factor. J Biol Chem.

[26] Cole CL, Rushton G, Jayson GC, Avizienyte E (2014). Ovarian cancer cell heparan sulfate 6-O-sulfotransferases regulate an angiogenic program induced by heparin-binding epidermal growth factor (EGF)-like growth factor/EGF receptor signaling. J Biol Chem.

[27] Scherer H (1938). Structural development in gliomas. Am J Cancer.

[28] Hara A, Kanayama T, Noguchi K, Niwa A, Miyai M, Kawaguchi M, Ishida K, Hatano Y, Niwa M, Tomita H (2019). Treatment strategies based on histological targets against invasive and resistant glioblastoma. J Oncol.

[29] Birsner AE, Benny O, D'Amato RJ (2014). The corneal micropocket assay: a model of angiogenesis in the mouse eye. J Vis Exp.

[30] Cartland SP, Genner SW, Zahoor A, Kavurma MM (2016). Comparative evaluation of TRAIL, FGF-2 and VEGF-A-induced angiogenesis in vitro and in vivo. Int J Mol Sci.

[31] Elkin M, Ilan N, Ishai-Michaeli R, Friedmann Y, Papo O, Pecker I, Vlodavsky I (2001). Heparanase as mediator of angiogenesis: mode of action. FASEB J.

[32] Chadashvili T, Peterson DA (2006). Cytoarchitecture of fibroblast growth factor receptor 2 (FGFR-2) immunoreactivity in astrocytes of neurogenic and non-neurogenic regions of the young adult and aged rat brain. J Comp Neurol.

[33] Toyoda K, Tanaka K, Nakagawa S, Thuy DH, Ujifuku K, Kamada K, Hayashi K, Matsuo T, Nagata I, Niwa M (2013). Initial contact of glioblastoma cells with existing normal brain endothelial cells strengthen the barrier function via fibroblast growth factor 2 secretion: a new in vitro blood-brain barrier model. Cell Mol Neurobiol.

[34] Sooman L, Freyhult E, Jaiswal A, Navani S, Edqvist PH, Ponten F, Tchougounova E, Smits A, Elsir T, Gullbo J, Lennartsson J, Bergqvist M, Ekman S (2015). FGF2 as a potential prognostic biomarker for proneural glioma patients. Acta Oncol.

[35] Evans SM, Jenkins KW, Chen HI, Jenkins WT, Judy KD, Hwang WT, Lustig RA, Judkins AR, Grady MS, Hahn SM, Koch CJ (2010). The relationship among hypoxia, proliferation, and outcome in patients with de novo glioblastoma: a pilot study. Transl Oncol.

[36] Hatano T, Zhao S, Zhao Y, Nishijima K, Kuno N, Hanzawa H, Sakamoto T, Tamaki N, Kuge Y (2013). Biological characteristics of intratumoral [F-18]fluoromisonidazole distribution in a rodent model of glioma. Int J Oncol.

[37] Webster L, Hodgkiss RJ, Wilson GD (1998). Cell cycle distribution of hypoxia and progression of hypoxic tumour cells in vivo. Br J Cancer.

[38] Zhao F, Zhong L, Luo Y (2021). Endothelial glycocalyx as an important factor in composition of blood-brain barrier. CNS Neurosci Ther.

[39] Oshima K, King SI, McMurtry SA, Schmidt EP (2021). Endothelial heparan sulfate proteoglycans in sepsis: the role of the glycocalyx. Semin Thromb Hemost.

[40] Kutuzov N, Flyvbjerg H, Lauritzen M (2018). Contributions of the glycocalyx, endothelium, and extravascular compartment to the blood-brain barrier. Proc Natl Acad Sci U S A.

[41] Zaiss AK, Lawrence R, Elashoff D, Esko JD, Herschman HR (2011). Differential effects of murine and human factor X on adenovirus transduction via cell-surface heparan sulfate. J Biol Chem.

[42] Ando Y, Okada H, Takemura G, Suzuki K, Takada C, Tomita H, Zaikokuji R, Hotta Y, Miyazaki N, Yano H, Muraki I, Kuroda A, Fukuda H, Kawasaki Y, Okamoto H, Kawaguchi T, Watanabe T, Doi T, Yoshida T, Ushikoshi H, Yoshida S, Ogura S (2018). Brain-specific ultrastructure of capillary endothelial glycocalyx and its possible contribution for blood brain barrier. Sci Rep.

[43] Wen YD, Zhu XS, Li DJ, Zhao Q, Cheng Q, Peng Y (2021). Proteomics-based prognostic signature and nomogram construction of hypoxia microenvironment on deteriorating glioblastoma (GBM) pathogenesis. Sci Rep.

# Supplementary material for: Endothelial cell-specific reduction of heparan sulfate suppresses glioma growth in mice
**Source:** Discov Oncol. 2021 Nov 11;12:50. doi: 10.1007/s12672-021-00444-3
**Supplement:** Supplementary file 1 — Additional file 1 Tab. S1 Primer details used for real-time RT-PCR

|                |         |                                 |
|----------------|---------|---------------------------------|
| FGF2           | forward | 5'-GCGACCCACACGTCAAAC TA-3'     |
|                | reverse | 5'-CCGTCCATCTTCCTTCATAGC-3'     |
| VEGFA          | forward | 5'-CTTGTT CAGAGCGGAGAAAGC-3'    |
|                | reverse | 5'-ACATCTGCAAGTACGTT CGTT-3'    |
| EXT2           | forward | 5'-TGGGATCGAGGAACAAATCACC-3'    |
|                | reverse | 5'-TGCCGGTAAGTCCAGGTAGAA-3'     |
| $\beta$ -actin | forward | 5'-CATCCGTAAAGACCTCTATGCCAAC-3' |
|                | reverse | 5'-ATGGAGCCACCGATCCACA-3'       |

# Supplementary material for: Endothelial cell-specific reduction of heparan sulfate suppresses glioma growth in mice
**Source:** Discov Oncol. 2021 Nov 11;12:50. doi: 10.1007/s12672-021-00444-3
**Supplement:** Supplementary file 3 — Additional file 3

**Histological evaluation**

***Immunostaining of cells***

Evaluation of immunostaining of cells was performed by using ImageJ/FIJI [1]. Briefly, the mean value of Ext1 or heparan sulfate (HS) inside the tdTomato positive area was measured in five areas of each cohort, and average value was calculated.

***Intensity of HS and dextran***

Intensity of HS and dextran on line scale was measured by using FV10-ASW 4.2 (Olympus).

***Histological and immunohistochemical procedures***

PDGFRβ was counted in five high power fields of each mouse, and average number was calculated. Ki67 and Iba1and CD31 were counted in hot spot, and average of listed number of mice was calculated. Ki67 and CD31 fluorescent staining were measured in high power field. Iba1 and CD31 immunostaining were counted in ×200 field. Ratio of positive area was evaluated by using ImageJ/FIJI.

***Matrigel angiogenesis assay***

The number of vessels was counted in five high power fields of each mouse, and average number was calculated.

1. Schindelin J, Arganda-Carreras I, Frise E, Kaynig V, Longair M, Pietzsch T, Preibisch S, Rueden C, Saalfeld S, Schmid B, Tinevez JY, White DJ, Hartenstein V, Eliceiri K, Tomancak P, Cardona A (2012) Fiji: an open-source platform for biological-image analysis. Nat Methods 9: 676-682 doi:10.1038/nmeth.2019

How the deposited data were processed for this re-analysis (not part of the article)

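Total RNA of whole GL261 tumors from 4 *Ext1* CKO and 4 control mice was measured on 1-color Agilent arrays. The authors scanned the slide and deposited, for each array, the Feature Extraction 10.7.3.1 output, in which the processed signal is an intensity on a linear scale, background-subtracted and detrended, with small values replaced by a surrogate, and not normalized between arrays. The authors also deposited a table of processed values. For the 56305 probes with 1 spot, its ratio to the scanner values lay between 0.999999 and 1.000001, so that it holds the same intensities.

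Each array has 62976 spots, of which 3671 are controls and were left out. Between 67 and 97 spots per array that were flagged as non-uniform or population outliers were left out, and spots of the same probe were averaged, which left 56605 probes. No spot was saturated. The log2 intensity minus the log2 of each array's 75th percentile was used. Probes were kept where they were well above background on all 4 arrays of at least 1 group, 35794 in all. Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with Benjamini-Hochberg adjustment, and single probes also with a two-sided exact permutation test over the 70 arrangements of 4 against 4 arrays, whose smallest p is 0.0286. Probes of Fig. 4b outside the filter were taken from the fit with no filter. Probes were named by matching the accession in the scanner files to a RefSeq gene table of GRCm38.p6 without versions. 32995 probes (58.3%) matched, and *Fgf2* probe #1 was named from the legend of Fig. 4b. The arrays were designed on another build, so no coordinates are given.

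Of the genes the paper names, 1 is not reported here. The probes named are the 7 of Fig. 4b, every probe of 19 genes (genes the paper names, and 5 of the sex chromosomes), and, since no probe passed an adjusted p of 0.05, the 3 with the smallest unadjusted p in each direction. Of the latter, at most 2 identifiers per direction are printed where no gene name was matched. 9 gene lists, written from general knowledge, were tested with camera at a preset correlation of 0.01, with the brightest probe of each gene, and also with fry. They cover endothelial, hypoxia, FGF-ERK target, proliferation, microglia and macrophage, neuron, oligodendrocyte, heparan sulfate (HS) synthesis, and chondroitin and dermatan sulfate (CS and DS) synthesis genes. A list of plasma cell genes was added after the data were seen. These choices, apart from that list and a covariate for the neuron list, were made before the data were examined.

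The alternatives were quantile normalization, normexp background correction with an offset of 50, no filter on dim probes, a filter on all 8 arrays, flagged spots kept, the replicate number as a block, the slide row as a block, array quality weights, an intensity trend in the prior variance, the plain Student test, the authors' processed values, each array left out in turn, other thresholds for the count, and other list tests. Normexp was planned on the mean pixel signal of the spots and was run on their median pixel signal, the column in the scanner files.

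Whether equal replicate numbers pair the arrays was checked by the correlation of their deviations from the group means, which was 0.341, 0.183, 0.101 and 0.427 for replicates 1 to 4. Every pair was over 0.1, and on that ground alone the numbers were used as pairs, in the alternative with the replicate number as a block and in the splits that part all pairs. The main fit, its intervals and the permutation tests did not pair the arrays. Without control replicate 4, the correlations of replicates 1 to 3 were 0.304, -0.118 and -0.0332.

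The scripts were tested on simulated arrays with 200 of 35784 probes changed. With the spread of all 8 arrays, 0% of probes changed by a log2 difference of 1 were recovered at an adjusted p under 0.05, 49.5% of those changed by 2 and 65.5% of those changed by 3. With the spread seen without control replicate 4, 67.5%, 91.5% and 93.5% were recovered. The noise was drawn independently for each probe and array, with the same spread on all arrays, whereas in the data 1 array stood apart. With the spread of all 8 arrays, 5% of unchanged simulated probes reached an unadjusted p of at most 0.05, against 1.49% of the probes tested in the data. The shares recovered are therefore a guide and not the power of this comparison.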

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

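The tests of brain tissue, of a dim array, of arrays exchanged between the groups, of control replicate 4 as the sole source and of the genotype for the proliferation list, and the neuron list score as a covariate, were chosen after the results were seen. Of 90 groups of 4 arrays examined, 9 held an array far from the other 3, where chance gives about 1 in 20, or 4.5, and in 6 of the 9 that array was control replicate 4.

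In the control group, control replicate 4 lay far from the other 3 arrays for *Mki67* (gap over range 0.938), at -1.08 against 4.44 to 4.80, and for the proliferation list (0.963), at -4.87 against 0.65 to 0.86. The same array stood apart for *Fgf2* probe A_51_P399845 (0.937), at -3.76 against -4.79 to -4.72, for *Actb* (0.947), at 7.74 against 8.66 to 8.71, for *Kdm5d* probe A_55_P2302973 (0.834), at -4.97 against -7.98 to -7.48, and for the CS and DS synthesis list (0.863), at -0.35 against 0.12 to 0.19. That *Kdm5d* probe was well above background on only 1 of the 4 arrays labelled control, so that the size of its gap is not measured. The array was not dim, since 72.1% of its probes were well above background, more than on any other array. Quantile normalization did not bring it near the others, with a highest correlation of 0.825 against at least 0.976 among the other 7. An exchange with an array of the other group would not set it apart from both groups, and its highest correlation with an array labelled *Ext1* CKO was 0.82, whereas the lowest among those 4 arrays was 0.977. A candidate explanation is host brain tissue with little tumor in this sample. All 17 neuron genes tested were higher on it than on every other array, by a median of 6.52 on the log2 scale, and all 25 proliferation genes were lower, by a median of -5.56. *Snap25* lay at 6.51 against 4.15 to 4.75, and *Top2a* at -2.38 against 4.48 to 4.84. None of these genes is in another list. The oligodendrocyte list was split, with 14 of its 24 genes higher and 9 lower on control replicate 4 than on every other array. *Mbp* was higher there, at 3.93 against 0.73 to 2.02, as was *Mobp*, at 1.22 against -5.50 to -3.03. *Olig2* was lower, at -0.43 against 3.43 to 4.31, as were *Olig1* and *Sox10*. These genes were bright on the other arrays, and which cells carried them there was not tested. The split of this list therefore decides neither for nor against brain tissue. A wrong label from outside the series, and a tumor that was small in this mouse, stay open and were not tested.

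For *Fgf2* probe A_52_P376768, *Ext1* CKO replicate 3 lay at -6.85 against -6.10 to -5.99 (0.869), and for *Xist*, *Ext1* CKO replicate 1 lay at -7.12 against -6.19 to -6.02 (0.85). Neither probe was well above background on any array, so these gaps lie within background signal. For probe A_55_P2738122, *Ext1* CKO replicate 3 lay at -1.09 against -0.36 to -0.35 (0.99). No explanation was tested for it.

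Of the 9 lists, 4 differed between the groups by camera with the preset correlation, and none by fry or with an estimated correlation. The proliferation list was higher on the arrays labelled *Ext1* CKO by a median of 1.42 (camera adjusted p = 0.000314, 25 of 25 genes). Without control replicate 4 the median was -0.01 (camera adjusted p = 0.717), so this difference may come from that array alone. The other 3 arrays labelled control, at 0.65 to 0.86, lay within the range of those labelled *Ext1* CKO, 0.47 to 0.90, which argues against the genotype as the source of the whole difference. The neuron list was lower by -1.55 (camera adjusted p = 1.28e-06, 17 of 17 genes), and -0.25 without that array (adjusted p = 0.717), so that most of this difference may come from it too. Of the 25 genes of the neuron list, 17 were tested, and with no filter on dim probes the median was -2.53. Of the 35 splits of the arrays, 24 gave as small a p for the proliferation list and 15 for the neuron list, and of the 8 splits that part all 4 pairs of equal replicate number, 7 and 2 did. Chance cannot be excluded for either.

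The endothelial list was lower by -0.38 (camera adjusted p = 1.28e-06, 21 of 23 genes; fry adjusted p = 0.649). It passed camera with each array left out. Of the 35 splits, 7 gave as small a p, and of the 8 that part all 4 pairs only the real one did, a share of 0.125 that is the smallest 8 splits allow, so chance cannot be excluded. With the neuron list score of each array as a covariate, the median was -0.19. It passed camera with the preset correlation (adjusted p = 0.000828), but not fry (adjusted p = 0.971) or camera with the estimated correlation (adjusted p = 0.66). Different amounts of brain tissue and a change in endothelial cells cannot be told apart by this fit. The score was 5.70 on control replicate 4 and -1.95 to 0.86 on the other arrays, so the covariate rests mostly on that array. Camera with the preset correlation also gave as small a p under other splits, so that passing it alone does not show that a difference remains. The hypoxia list was higher by 0.49 (camera adjusted p = 0.0122, 18 of 24 genes), and by 0.16 without control replicate 4 (adjusted p = 0.00224 by camera, 0.813 by fry). It no longer passed camera without *Ext1* CKO replicate 2 (adjusted p = 0.0568), *Ext1* CKO replicate 4 (0.0611), control replicate 2 (0.0938) or control replicate 3 (0.0692). Of the 35 splits, 7 gave as small a p, and of the 8 that part all pairs, 3 did, so chance cannot be excluded. With the neuron list score as a covariate, the hypoxia median was 0.15 (adjusted p = 0.000932 by camera, 0.971 by fry). With array quality weights it was 0.22 (camera adjusted p = 0.000514). Whether control replicate 4 alone made the hypoxia difference cannot be told apart from a smaller difference between the groups. The reason is that fry did not pass without that array, and that camera with the preset correlation, which did, also gave as small a p under other splits of all arrays. The genotype stays open as an untested explanation for the endothelial, hypoxia and neuron lists.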

How the results depend on the processing

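The covariate for the neuron list was chosen after seeing the data. In limma's moderated test the number of probes at an adjusted p under 0.05 was 0 under every alternative, the plain Student test included, with each array left out from 0 to 0, and 0 where an at least 2-fold change was also asked. At an unadjusted p of at most 0.05 the count was 534. It was 463 with quantile normalization, 466 with normexp, 1030 with no filter on dim probes, 828 with the plain Student test and 3710 with array quality weights, which gave control replicate 4 a weight of 0.03. With an array left out it lay between 257, without *Ext1* CKO replicate 3, and 1519, without control replicate 4. The share of these probes that were higher on the arrays labelled *Ext1* CKO was 75.5%, and it was 76.5% with quantile normalization, 76.8% with normexp, 67.3% with no filter on dim probes, 60.9% with the plain Student test, 55.7% with array quality weights and 64.8% without control replicate 4. Without control replicate 1 it was 49.2%, with 559 higher and 578 lower. Of the 35 splits of the 8 arrays into 4 and 4, 16 gave as many probes at the unadjusted threshold, the real split included, so chance cannot be excluded. Of the 8 splits that part all 4 pairs of equal replicate number, as the real one does, 3 gave as many. The others part fewer pairs. The split by slide row gave 580, and with the slide row as a block the count between the real groups was 532.

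With the replicate number as a block, 1072 probes were at an unadjusted p of at most 0.05, of which 534 were higher and 538 lower (49.8% higher), and 0 at an adjusted p under 0.05, and no call of a named probe or a list changed under the replicate block.

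None of the 7 probes of Fig. 4b passed the unadjusted threshold under the alternatives, except as follows. For *Fgf2* probe A_55_P2048705, which was not well above background on any array, the difference lies within background signal and is no measured change. It was -0.40 with array quality weights, past the unadjusted threshold, 0.08 with normexp, and between -0.20 and 0.05 with an array left out. *Vegfa* probe A_52_P638895 ranged from 0.37 to 1.17 and A_52_P249424 from 0.43 to 1.61 with an array left out, both passing without control replicate 1, A_51_P482552 ranged from 0.05 to 1.29 and A_55_P2741794 from 0.01 to 0.46. *Fgf2* probe A_52_P376768, also within background signal, ranged from -0.12 to 0.21 and was -0.10 with the neuron covariate. *Fgf2* probe A_51_P399845 ranged from -0.21 to 0.13, and was 0.02 with array quality weights and 0.12 with the neuron covariate. *Ext1* ranged from -0.24 to -0.05 and passed the unadjusted threshold without control replicate 4. Apart from the arrays left out, the cause was not tested.

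Of the lists, those that passed under camera with the preset correlation passed neither with the estimated correlation nor with fry, where the medians were the same by construction (-0.38 endothelial, 0.49 hypoxia, 1.42 proliferation and -1.55 neuron). With array quality weights the medians were -0.05 for proliferation, -0.27 for neuron, -0.07 for FGF-ERK targets, -0.03 for microglia and macrophage and 0.06 for oligodendrocyte genes. With the neuron covariate they were 0.11 for proliferation, -0.01 for FGF-ERK targets and -0.04 for CS and DS synthesis. The hypoxia list was then at 0.15 and still passed camera (adjusted p = 0.000932) but not fry (adjusted p = 0.971). The oligodendrocyte list passed with quantile normalization (-0.28), with normexp (-0.16), without *Ext1* CKO replicate 3 (-0.22, camera adjusted p = 0.0197) and without control replicate 2 (-0.33, camera adjusted p = 0.0285), and the HS synthesis list with no filter on dim probes (-0.14). The cause was not tested. With an array left out, the ranges were 0.16 to 0.70 for hypoxia, which no longer passed in 4 of the 8 cases, -0.09 to 0.34 for FGF-ERK targets, -0.01 to 1.92 for proliferation, -3.54 to -0.25 for neuron, 0.03 to 0.47 for microglia and macrophage, -0.11 to -0.03 for HS synthesis, -0.33 to -0.04 for oligodendrocyte and -0.03 to 0.08 for CS and DS synthesis. The endothelial list passed under camera with each array left out, from -0.63 to -0.32.

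None of the other probes of genes the paper names and of the sex-chromosome genes passed the unadjusted threshold before any alternative was applied. Without control replicate 1, the *Hs6st2* probes and *Kdm5d* probe A_51_P283044 passed it in limma's moderated test. *Hs6st2* probe A_52_P599317 then differed by -3.47, against -2.01 with all arrays and -0.37 without control replicate 4. *Hs6st2* probe A_66_P120828 differed by -3.98, against -2.54 and -0.93, and the *Kdm5d* probe by -1.76, against -1.09 and -0.25. *Hs6st1* passed it without control replicate 2 (-0.66) and with array quality weights (-0.31). Without control replicate 4, *Hs6st1* was -0.29 and did not pass. *Cdh5* passed it with array quality weights (-0.54), and *Ndst1* probe A_52_P135469 with the neuron covariate (-0.28). The smallest adjusted p among these was 0.43. The *Hs6st2* probes were well above background on only 2 and 1 of the 4 arrays labelled *Ext1* CKO, so that the size of these differences is not measured. Directions reversed in these cases. With array quality weights, *Mki67* was -0.07, *Mapk3* 0.10, *Actb* -0.03, *Kdm5d* probe A_55_P2731516 0.50 and *Eif2s3y* 0.13 and 0.06. *Pecam1* was 0.01 with quantile normalization, *Ndst1* probe A_66_P114614 was 0.04 with quantile normalization and 0.04 with normexp, and *Kdm5d* probe A_55_P2302973 was 0.06 with normexp. With the neuron covariate, *Ext2* was -0.03, the *Kdm5d* probes 0.18 and 0.40, *Eif2s3y* 0.28 and 0.28 and *Uty* 0.13. The cause was not tested. With an array left out, the ranges were -0.03 to 0.19 for *Ext2*, -0.22 to 0.07 for *Pecam1*, -0.01 to 1.95 for *Mki67*, -0.37 to 0.03 for *Mapk3*, -0.25 to 0.02, -0.18 to 0.01 and -0.23 to 0.06 for the *Ndst1* probes, -0.81 to 0.19 and -1.11 to 0.45 for *Kdm5d* probes A_55_P2302973 and A_55_P2731516, -1.09 to 0.24 and -1.10 to 0.25 for *Eif2s3y*, and -1.44 to 0.08 for *Uty*. Signal over background limits the *Fgf2* probes A_55_P2048705 and A_52_P376768, which were not well above background on any array. It also limits *Kdm5d* probes A_55_P2302973 and A_55_P2731516, well above background on 1 of 8 arrays each, and *Uty*, on 2 of 8, so that their differences are mostly of background signal and their reversals show no change of direction.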

Differences from the paper's values

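Fig. 4b gives its values as colors on a scale that ends at 1.5, read here from the picture to 1 decimal, and the values of the deposited arrays were centered on the median of each probe and limited to the same scale. The mean of the columns headed mutant minus that of the columns headed wild type had the opposite sign to the difference between the arrays labelled *Ext1* CKO and control for 6 of the 7 probes. The paper's value was about 0.1 in Fig. 4b, read by eye, against -0.09 for *Fgf2* probe A_55_P2048705, about 0.1 in Fig. 4b, read by eye, against -0.12 for *Fgf2* probe A_51_P399845, about -0.2 in Fig. 4b, read by eye, against 0.19 for *Vegfa* probe A_55_P2741794, about -0.8 in Fig. 4b, read by eye, against 0.74 for A_52_P638895, about -0.5 in Fig. 4b, read by eye, against 0.54 for A_51_P482552 and about -0.8 in Fig. 4b, read by eye, against 0.78 for A_52_P249424. With the direction turned, the values from the arrays are 0.09, 0.12, -0.19, -0.74, -0.54 and -0.78. An alternative was taken to reach the paper's value where its sign was not the opposite one and the values differed by no more than the larger SD between the arrays of a group. By this rule, of the alternatives set before the data were examined, normexp background correction and leaving out control replicate 3 did so for *Fgf2* probe A_55_P2048705, at 0.08 and 0.05, and normexp, array quality weights and leaving out control replicate 4 for A_51_P399845, at 0.00, which has no sign, 0.02 and 0.13. The others did not, and for the 4 *Vegfa* probes none did. The rule is wide beside such small *Fgf2* values, so meeting it does not show that an alternative gave the figure's values. Over all columns and probes, the exchanged groups lay at a mean absolute difference of 0.03 from the figure, against 0.72 by the labels. For A_51_P399845, quantile normalization, at -0.05, and leaving out *Ext1* CKO replicate 1, at -0.01, failed by the sign alone, although these values differ little from 0.00. Probe A_55_P2048705 was not well above background on any array, so that its values are differences of background signal and their sign shows no change. With the neuron list score as a covariate, which was chosen after seeing the values, the difference of A_51_P399845 was 0.12.

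The paper's statement that *Fgf2* and *Vegfa* did not change significantly does not depend on this direction. Its proposal that their production was not reduced does depend on it, as far as it rests on the arrays. Under the headings of Fig. 4b, the *Vegfa* probes were lower in the mutant columns, by about -0.2, -0.8, -0.5 and -0.8, read by eye.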

Other observations

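The tests of the columns of Fig. 4b and of plasma cells, and the correlation between list scores, were chosen after the results were seen.

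Each of the 8 columns of Fig. 4b was set against each of the 8 deposited arrays over the 7 probes. Of the 40320 ways to assign columns to arrays, the closest paired the columns headed mutant 1 to 4 with the arrays labelled control 1 to 4 and the columns headed wild type 1 to 4 with those labelled *Ext1* CKO 1 to 4, with a mean absolute difference of 0.03 on the log2 scale. The assignment by the labels gave 0.72. A difference in normalization would not give this, since the assignment by labels stayed at 0.67 or more under quantile normalization, normexp, the authors' processed values and no normalization. This is consistent with an exchange of the 2 groups between the headings and the labels. Which of them is wrong cannot be told apart from these arrays, because *Ext1*, deleted only in endothelial cells, differed by -0.11 on whole tumors, less than its spread. Without control replicate 4, where *Ext1* was lowest of all arrays at 0.14, the difference was -0.24 (limma's moderated test, unadjusted p = 0.0446, adjusted p = 0.993), and the 4 arrays labelled *Ext1* CKO, at 0.36 to 0.53, lay below the other 3 labelled control, at 0.61 to 0.72, which goes with the labels but rests on leaving out that array. No biological explanation was tested.

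The probes with the smallest unadjusted p did not pass adjustment (adjusted p = 0.752 for each, limma's moderated test). The 2 of smallest p, A_55_P2063283 (ENSMUST00000103418) and A_55_P1956598 (ENSMUST00000195192), were higher on the arrays labelled *Ext1* CKO by 2.76 and 2.38 on the log2 scale, on 4 of 4 arrays above every control array (exact permutation p = 0.0286, the smallest that 4 against 4 arrays can give). *Tbxa2r* probe A_52_P55772 was lower by -0.69 and A_55_P2738122 by -0.93, on 4 of 4 arrays below every control array. A candidate explanation for the rises is RNA of plasma cells. Of 11 plasma cell genes tested, 11 were higher, by a median of 0.64, among them *Jchain* by 2.29, *Mzb1* by 1.43 and *Pou2af1* by 1.47, but *Xbp1*, which was bright on every array, by 0.01. Of the 11, 8 were higher without control replicate 4, and the median was then 0.27. Several of these genes had been seen before the list was written. The list score gave an exact permutation p = 0.114, and this explanation and chance cannot be told apart with 4 arrays per group. A change of the immune cells with genotype stays open as untested.

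The endothelial list score followed the neuron list score across the 8 arrays with Pearson's r = 0.57 (exact permutation p = 0.0893) and Spearman's rho = 0.71 (exact permutation p = 0.0576), the only relation of this kind computed, so that adjustment leaves each p as it is. Without control replicate 4 and *Ext1* CKO replicate 4, the arrays farthest from the median neuron score, r was 0.96 (n = 6, exact permutation p = 0.00556).

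For other genes and proteins the paper names, no probe passed the unadjusted threshold in these tumors before any alternative was applied. The arrays give RNA of whole tumors, whereas the paper stained sections for CD31, Ki67, Iba1, PDGFRβ and ERK protein. Its *Ext2* values are of RNA from brain endothelial cells. It names VE-cadherin (*Cdh5*) as the driver of Cre, and *Ndst1* and the HS sulfotransferases of the *Hs6st* genes from cited studies. The log2 difference between the arrays labelled *Ext1* CKO and control was -0.06 for *Pecam1* (CD31), -0.17 for *Cdh5* (-0.54 with array quality weights, past the unadjusted threshold), 1.41 for *Mki67* (-0.01 without control replicate 4), 0.24 for *Aif1* (Iba1), -0.42 for *Pdgfrb*, 0.10 for *Ext2*, -0.25 for *Mapk3* and 0.24 for *Actb*, the housekeeping gene of the qPCR. With an array left out, *Aif1* ranged from 0.01, without control replicate 4, to 0.59, without control replicate 2, *Pdgfrb* from -0.67, without control replicate 1, to -0.21, without control replicate 3, *Cdh5* from -0.35, without *Ext1* CKO replicate 4, to 0.00, without control replicate 2, and *Actb* from 0.01, without control replicate 4, to 0.33, without control replicate 1. *Hs6st1* differed by -0.50. It passed the unadjusted threshold without control replicate 2, at -0.66, and with array quality weights, at -0.31. Without control replicate 4, at -0.29, it did not. The *Ndst1* probes differed by -0.09, -0.08 and -0.05. Both *Hs6st2* probes were well above background on only some arrays of each group, so that the size of a difference is not measured for them. Both were highest on control replicate 4, at 1.09 and 1.05. *Xist* was not well above background on any array. *Eif2s3y* probe A_51_P479715 and *Ddx3y* were well above background on all 8. The lists that differed under neither camera nor fry were FGF-ERK targets, with a median of 0.19 and a camera direction that was down, microglia and macrophage (0.23, and 0.03 without control replicate 4), oligodendrocyte (-0.13, which passed camera without *Ext1* CKO replicate 3 and without control replicate 2), HS synthesis (-0.10) and CS and DS synthesis, with a median of 0.01, a mean of 0.07 and a camera direction that was down.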
